A study of Rattus norvegicus and synthetic construct with 27 samples. Its data were reported in "A genome-wide in vivo CRISPR screen identifies essential regulators of T cell migration to the CNS in a multiple sclerosis model" (2023).

How the data were processed

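The data were sgRNA counts from 2 pooled CRISPR knockout screens in rat CD4 T cells reactive to myelin basic protein (T-MBP cells). These cells cause experimental autoimmune encephalomyelitis, an animal model of multiple sclerosis, when they are transferred into Lewis rats. In a pooled screen each cell carries Cas9 and usually 1 sgRNA, and the share of an sgRNA among the cells of a tissue measures how cells without its target gene fared there. The genome-wide screen had 15 libraries: 1 of the plasmid pool, 2 of cultured cells taken 2 days after restimulation, and 3 each of blood, spleen, spinal cord meninges and spinal cord parenchyma taken 3 days after transfer. The validation screen had 12 libraries, 3 for each of the 4 tissues. Groups and replicate numbers came from the sample labels. Each tissue library pooled cells from several rats, so the tests per sgRNA measured the spread between pools. Gene p-values set the ranks of a gene's sgRNAs against those of non-targeting sgRNAs. The p-values of gene lists and of correlations across genes came from permuting genes, so neither kind measured the spread between pools directly.

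According to the methods of the study and the submitters' processing notes, reads were demultiplexed, trimmed to the sgRNA with Cutadapt and Trimmomatic, and counted with MAGeCK 0.5.7.1. The authors deposited raw counts per sgRNA for both screens. The authors also deposited normalized counts, a signal made in R 4.0.0 by dividing the counts of each library by 1 factor. The deposited genome-wide signal was the raw count plus 1 over that factor, and the validation signal was the raw count over the factor. Raw counts under 50 were missing values in both. The normalized genome-wide table listed 63653 of the 87690 sgRNAs. All 24037 others had raw counts under 50 in at least 2 of the 3 replicates of a tissue, and 0 of the listed ones did. The methods describe a milder rule, under 50 in more than 2 replicates, which is the filter of the study named below. Raw counts were the basis of every main result. The study also left out a blood replicate of the genome-wide screen for technical quality. Which one is not given in the sources used here, and all 3 were kept. All columns of values were mapped to a sample.

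The raw genome-wide table held 21389 genes, 393 microRNA genes and 800 non-targeting sgRNAs, most genes with 4 sgRNAs. Gene names were used as the tables give them, and 2 of them had been turned into dates by a spreadsheet. The validation table held 12000 sgRNAs for 1950 genes and 11 microRNA genes, most with 6 sgRNAs, and 241 non-targeting sgRNAs. Total counts per library ran from 18603156 to 50862859 in the genome-wide screen and from 12768412 to 19376987 in the validation screen. The median count per sgRNA ran from 56 to 405 and from 696 to 1269. Between replicates of a tissue, log2 counts correlated with r of 0.31 to 0.762 in the genome-wide screen and 0.417 to 0.757 in the validation screen. In every validation tissue replicates 2 and 3 were closest, with r of 0.668 to 0.757. Pairs with replicate 1 had r of 0.417 to 0.502, so the 3 validation replicates were not equally distinct. PCR reads without molecular identifiers are not independent cells, so count totals overstate the precision.

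Each pair of tissues was compared with edgeR 4.0.16 in R 4.3.3, using its quasi-likelihood test per sgRNA on raw counts with median-of-ratios library factors. Only the libraries of both groups entered the fit, without a block, as the study's own test was unpaired. sgRNAs with a mean scaled count of at least 50 were kept. The one-sided sgRNA p-values were combined per gene by robust rank aggregation, the method used by MAGeCK, over genes with at least 2 kept sgRNAs. An sgRNA was good in a direction at a one-sided p under 0.25. The null came from 1000000 pseudo-genes drawn from the non-targeting sgRNAs with a fixed seed. Two-sided p-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 with a median log2 fold change of the same sign. The fold change of a gene was the median over its sgRNAs. Its error was the SD over the 3 same-numbered pairs of libraries (2 pairs for culture), computed from scaled counts plus 1. CNS vs periphery denotes the mean of 4 comparisons, meninges or parenchyma against blood or spleen. For these the thresholds of the study were also applied (one-sided p under 0.05, a median log2 fold change beyond 3 SD of non-targeting pseudo-genes and at least 3 good sgRNAs), in at least 3 of the 4 comparisons. They are called the study criteria here.

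The replicate numbers paired the samples. Deviations of sgRNAs from their tissue means correlated between same-numbered libraries of different tissues with r of 0.221 to 0.728, above 0.1 in every pair of tissues and replicate. The fit with the replicate number as a block was an alternative.

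The code was tested on simulated counts. For validation meninges vs blood, 6.06%, 68.7% and 100% of the genes changed by log2 0.5, 1 and 2 were called, with 16 false calls among 1761 unchanged genes. For genome-wide meninges vs blood these shares were 0%, 4.48% and 46.3%, with 5 false calls among 20658, and for culture vs plasmid 0%, 5.97% and 45.5%, with 5 false calls among 20782. In 10 simulated sets of unchanged tissues, validation meninges vs blood had 11.4 calls on average, with a range of 0 to 46. In these simulations the adjusted p understated false calls.

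In all, 29 gene lists were fixed before the data were examined, 26 of them with enough measured genes in the validation screen. The mean log2 fold change of a list was set against 100000 random lists of the same size (two-sided permutation test, adjusted over the lists of a comparison). The genes named in the text were also set by a rule fixed then: those meeting the study criteria, those the study names in its text, the leading members of each list, and the genes with the smallest adjusted p of every other comparison. Genes outside this rule are named as such, and the values of some genes within it are not reported here. The study chose the validation library partly on genome-wide results and partly by gene ontology terms, so its lists hold selected members.

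Alternatives fixed before the data were examined were trimmed-mean (TMM) factors, factors from non-targeting sgRNAs, no low-count filter, the count filter of the study, DESeq2 1.42.0 in place of edgeR, limma 3.58.1 on log2 of the deposited normalized counts plus 1, a null from random ranks, counts summed per gene, all groups in 1 fit, the replicate block, and each library left out. Where this left a lone culture library, that sample was assumed to vary like the other groups, with the spread pooled over all genome-wide groups in culture vs plasmid. A null from olfactory receptor sgRNAs, fits without spleen replicate 2 and blood replicate 3 of the genome-wide screen, the study criteria without each genome-wide blood replicate, and the replicate block for gene lists (not culture vs plasmid, with 1 plasmid library) were added after seeing the data.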

Results

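The 2 screens covered 27 libraries of T-MBP cells and of the plasmid pool, 15 in the genome-wide and 12 in the validation screen. Each tissue of each screen had 3 replicates, culture had 2 and the plasmid pool had 1. The shallowest genome-wide library, spleen replicate 2, had 18603156 counts, and the deepest, blood replicate 1, had 50862859. The validation screen had fewer sgRNAs to count, with a median of 696 to 1269 counts per sgRNA against 56 to 405 in the genome-wide screen.

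The main question was which gene knockouts changed the share of T-MBP cells in the CNS, that is in meninges and parenchyma, relative to blood and spleen. In the validation screen the knockouts of 17 genes were depleted in the CNS by the study criteria, and those of 3 genes were enriched. The strongest depletion was that of Itga4, which encodes the α4-integrin chain, at a log2 fold change of −2.30 ± 0.08 (SD, n = 3), or 4.94-fold. Hsp90b1, the endoplasmic reticulum (ER) chaperone gp96 on which integrin folding depends, followed at −2.13 ± 0.08 (SD, n = 3), and Fermt3, the integrin activator kindlin-3, at −1.90 ± 0.49 (SD, n = 3). Cxcr3, a chemokine receptor of type 1 helper T cells, was at −1.20 ± 0.34, and Grk2, a kinase that desensitizes G protein-coupled receptors, at −1.22 ± 0.34 (SD, n = 3 for both). All 5 were called in each of the 4 comparisons, with a largest adjusted p of 0.000696 (edgeR and rank aggregation), and were lower in 3 of 3 replicates.

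Of 19 measured integrins and integrin activators, 3 were called lower in at least 3 of the 4 comparisons: Itga4, Fermt3 and Tln1, the cytoskeletal linker talin-1 (−0.63 ± 0.53, SD, n = 3). Adjusted over the list alone there were 4. Itgb1, the β1 chain that pairs with the α4 chain, met the study criteria at −0.50 ± 0.10 (SD, n = 3) but was called in 0 comparisons. The mean of the list was −0.29 (permutation test, adjusted p = 0.00052) and its median −0.03, with 11 members below 0 and 8 above. All 8 measured genes of ER folding and secretion were below 0, with a mean of −0.52 (adjusted p = 0.00078) and a median of −0.24. Hsp90b1 was the 1 member called, and the list was not tested without it. Tmed2, a cargo receptor of the early secretory pathway, was at −0.50 ± 0.53 (SD, n = 3). Stt3a, a catalytic subunit of the oligosaccharyltransferase that N-glycosylates proteins in the ER, fell by 1.11 ± 0.36 on the log2 scale (SD, n = 3) and was called in all 4 comparisons. The N-glycosylation list, with 3 measured genes, had an adjusted p of 0.0513. Another 8 adhesion molecules had a mean of 0.02 (adjusted p = 0.529).

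The 4 measured genes of the sphingosine-1-phosphate (S1P) and egress list were all below 0, with a mean of −0.61 (adjusted p = 0.00826). Grk2 and Foxo1 were called. S1pr1, the S1P receptor for exit from lymphoid tissue, was at −0.29 ± 0.12 (SD, n = 3), with −0.84 for meninges vs spleen and 0.13 for parenchyma vs blood, and was called in 0 comparisons. Klf2, a transcription factor that drives S1pr1, was at −0.32 ± 0.34 (SD, n = 3). The 4 genes of G protein signalling went both ways (mean −0.35, adjusted p = 0.0357). Grk2, at −1.22 the lowest of them and the 1 called, is also in the S1P list, so both lists are not separate evidence, and neither was tested without it. Foxo1 is in the S1P list and among the transcription factors of helper T cells. Gnai2, an inhibitory G protein subunit used by chemokine receptors, was at −0.85 ± 0.34 and called in 2 comparisons, and P2ry10, a receptor for lysophosphatidylserine, was at 0.67 ± 0.28 and called higher in 1 (SD, n = 3 for both). Of 18 chemokine receptors Cxcr3 was the 1 called (list mean −0.13, adjusted p = 0.0789). Ccr6 was at 0.01 ± 0.28 and Ccr7 at 0.08 ± 0.23 (SD, n = 3), neither further from 0 than its SD.

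Of 16 transcription factors of helper T cells, 3 were called lower and the list mean was −0.20 (adjusted p = 0.0177, and 0.0764 with the replicate block). Cbfb, the partner subunit of Runx factors, was at −1.59 ± 1.21 (SD, n = 3) and lower in 2 of 3 replicates. Prdm1, the regulator Blimp-1, was at −0.79 ± 0.29, and Foxo1, which controls homing and quiescence genes, at −0.63 ± 0.36 (SD, n = 3 for both). Tbx21, the type 1 master regulator T-bet, was at −0.54 ± 0.67 (SD, n = 3), lower in 2 of 3 replicates and called in 1 comparison. The ubiquitin-conjugating enzyme Ube2l3 (−0.93 ± 0.38) and the ubiquitin ligase Stub1 (−0.54 ± 0.18) met the criteria. So did Ptpn2 (−0.58 ± 0.21) and Tnfaip3 (−0.42 ± 0.17), which restrain cytokine and NF-κB signalling (SD, n = 3 for all 4). Of the 17 genes that the study names in its text, 13 were below 0 and 8 were called lower (mean −0.80, adjusted p = 0.00026), which is not independent evidence, since the study chose them on these samples. Ska3, a kinetochore gene among them, was at −0.47 ± 0.51 (SD, n = 3).

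Knockouts enriched in the CNS had smaller fold changes. Il23r, the interleukin-23 receptor, was at 0.72 ± 0.38, the transcription factor Ets1 at 0.56 ± 0.34 and the ubiquitin-conjugating enzyme Ube2a at 0.46 ± 0.29 (SD, n = 3), each higher in 3 of 3 replicates. Ets1 was called in 2 comparisons and the other 2 genes in 1. The 4 spliceosome genes were all above 0 (mean 0.34, adjusted p = 0.0319, and 0.0764 with the replicate block) and 0 were called. Sf3b3, one of them, was at 0.62 ± 0.03 (SD, n = 3). Cytokine receptors and JAK-STAT genes had a mean of 0.10 (adjusted p = 0.0513). No microRNA gene met the criteria, and the 11 of them had a mean of −0.03 (adjusted p = 0.936), next to −0.01 for 47 olfactory receptors (adjusted p = 0.529), a control list with no known role in T cells. Lists of T cell receptor signalling, CBM complex and NF-κB, PI3K and mTORC1, actin, negative regulators of growth, kinetochore, DNA replication, heme and iron, ribosomal, proteasome, oxidative phosphorylation and initiation factor genes had adjusted p values of 0.0547 to 0.979.

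In the single comparisons of the validation screen, meninges vs blood had 11 genes lower and 0 higher (154 with an unadjusted p under 0.05, 15 higher by limma), and parenchyma vs blood had 15 lower and 2 higher. Meninges vs spleen had 15 lower and 2 higher, but 39 lower and 52 higher by limma, so the balance of directions turned with that method. Parenchyma vs spleen had 24 lower and 28 higher (18 and 6 with the replicate block). The lower calls of meninges vs blood and parenchyma vs spleen, which share no library, had 10 genes in common, against 0.135 for independent lists. Gene fold changes of these comparisons correlated across genes with r = 0.349, and those of meninges vs spleen and parenchyma vs blood with r = 0.329. Simulated unchanged tissues gave 0.000691 and 0.0106, and the observed covariances of 0.0197 and 0.0186 stood against simulated ones of 2.71e-05 and 0.000631. With shared blood libraries r was 0.62 (simulated 0.417, covariance 0.0355 against 0.025), and with shared spleen libraries 0.632 (simulated 0.392, covariance 0.0345 against 0.0229). Genes are not independent replicates, so these are descriptions. Same-numbered validation libraries of different tissues also correlated, with r of 0.362 to 0.728. What this pairing adds to the observed values, next to the simulated ones, was not separated.

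Several of these calls rested on few libraries. Without replicate 3 of every tissue the study criteria gave 9 lower and 0 higher genes, and without replicate 2 they gave 1 higher. Of the genes called in at least 3 comparisons, Cbfb (−0.98), Ube2l3 (−0.71), Prdm1 (−0.57), Tln1 (−0.25) and Foxo1 (−0.65) were called in fewer without replicate 3. So were Foxo1 (−0.40) without replicate 2, and Stt3a (−0.79) and Ube2l3 (−1.08) without replicate 1. With random ranks Ube2l3, Prdm1, Tln1 and Foxo1 were called in fewer, at the same fold changes as in the main fit. With counts summed per gene these genes were called in fewer too. So were Hsp90b1 (−2.09), Fermt3 (−1.86), Cbfb (−1.34), Grk2 (−1.19), Cxcr3 (−1.21) and Stt3a (−1.06). The G protein list had adjusted p values of 0.052 and 0.178 without replicates 1 and 3, and the spliceosome list of 0.0591 and 0.102 without replicates 1 and 2. That list also missed the threshold with counts summed per gene (mean 0.09, adjusted p = 0.165) and with limma (0.08, 0.466). In the fit with the replicate block, Ube2l3 (−0.95) and Tln1 (−0.80) were called in fewer than 3 comparisons, while Gnai2 (−0.79), Tnfaip3 (−0.41) and Ets1 (0.60) were called in at least 3, and 6 genes met the criteria for higher. Without meninges replicate 1, meninges vs blood had 6 calls, and without meninges replicate 2, meninges vs spleen had 41. Parenchyma vs spleen had 33, 29 and 34 without parenchyma replicates 1, 2 and 3, and 16 and 30 without spleen replicates 1 and 3. Simulated unchanged tissues gave 11.4 calls on average in meninges vs blood, with a range of 0 to 46, and the other 9 splits of its 6 real libraries gave at most 1. Of the calls in parenchyma vs spleen 46.2% were lower, and 62.2% with factors from non-targeting sgRNAs.

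Parenchyma and meninges were compared to find knockouts that act between both CNS compartments. In the validation screen 1 gene was called, Pcbp3, an RNA-binding protein, at 0.10 ± 0.24 (SD, n = 3, adjusted p = 0.0376), with 3 of 6 sgRNAs in its direction. It was not called with the replicate block (0.15), by DESeq2 (0 genes) or without any 1 of the 6 libraries, and 168 genes had an unadjusted p under 0.05. Limma on the deposited normalized counts called 38 genes lower and 82 higher, without Pcbp3 but with Ets1 (0.42), Ei24 (−0.48), Nckap1l (−0.45) and Acap1 (0.50), none of which passed with edgeR. Ets1 was higher in parenchyma in 6 of 6 sgRNAs, at 0.47 ± 0.09, and Ei24 lower in 6 of 6, at −0.66 ± 0.18 (SD, n = 3), with adjusted p values of 0.124 and 0.162. Nckap1l, a subunit of the WAVE complex that drives actin branching in blood cells, was at −0.40 ± 0.30 (SD, n = 3, adjusted p = 0.124), and Acap1, a regulator of integrin recycling, at 0.52 ± 0.16 (SD, n = 3, adjusted p = 0.124). In the genome-wide screen 0 genes were called by edgeR and 0 by DESeq2, 8 by limma and 1 with the replicate block, and 1407 had an unadjusted p under 0.05. There Nckap1l (−0.97 ± 0.37) and the mitochondrial phosphate carrier Slc25a3 (−0.83 ± 1.26, SD, n = 3) shared the smallest adjusted p, 0.105. The list of actin and motility genes fell (33 genes, mean −0.17, permutation test, adjusted p = 0.00087), with 21 below 0, 0 called over all genes and 4 adjusted over the list alone, and its adjusted p was 0.0677 with no low-count filter. In the validation screen that list had 5 genes, a mean of −0.17 and an adjusted p of 0.227. The 26 lists of the validation screen had adjusted p values of 0.213 to 0.941, and the other 28 genome-wide lists of 0.416 to 0.966. With the replicate block, spliceosome (mean 0.55, adjusted p = 0.0208) and cytosolic ribosomal genes (mean 0.47, adjusted p = 0.0156) passed in the validation screen and olfactory receptors (mean 0.04, adjusted p = 0.0493) in the genome-wide screen. Validation calls were 16 without meninges replicate 2 (Nckap1l at −0.34 and Ei24 at −0.42 among them), 3 without meninges replicate 3, and 0 without meninges replicate 1 or parenchyma replicate 1 or 2. Genome-wide calls were 11 without parenchyma replicate 3, 3 without parenchyma replicate 1 or 2, and 2 without meninges replicate 1 (Nckap1l, −1.31).

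Spleen was compared with blood to separate exit from lymphoid tissue from entry into the CNS. In the validation screen Arih1, a ubiquitin ligase, was higher in spleen by 1.22 ± 0.33 and its conjugating enzyme Ube2l3 by 1.05 ± 0.12 (SD, n = 3), both with 6 of 6 sgRNAs higher and an adjusted p of 0.00209. Both calls were made without each of the 6 libraries in turn. Of the 6 genes called lower, Cbfb was at −1.02 ± 0.81, Tbx21 at −0.71 ± 0.50, the repressor Cic at −0.45 ± 0.30, Nek2 at −0.48 ± 0.41 and Zfp133 at −0.38 ± 0.24 (SD, n = 3). The other was Olr131, named after its value was seen, at −0.20 ± 0.39 (SD, n = 3, edgeR adjusted p = 0.0371), an olfactory receptor of the control list. The transcription factors of helper T cells had a mean of −0.17 (16 genes, permutation test, adjusted p = 0.027). The 4 S1P and egress genes had a mean of 0.38 (adjusted p = 0.0369), with 0 called over all genes and 3 adjusted over the list alone. S1pr1, named after its value was seen, was at 0.99 ± 1.09 (SD, n = 3, adjusted p = 0.197), with −0.67 in replicate 1, 1.29 in replicate 2 and 1.10 in replicate 3. Cytosolic ribosomal genes had a mean of −0.25 (6 genes, adjusted p = 0.0397), and the other 23 lists had adjusted p values of 0.0585 to 0.965. The ribosomal list did not pass with the filter of the study (mean −0.15, adjusted p = 0.22), with no low-count filter (−0.06, 0.729) or with limma (−0.03, 0.97), nor did transcription factors with limma (adjusted p = 0.359). All 3 lists missed the threshold without replicate 3 (adjusted p of 0.0702 for S1P and ribosomal genes and 0.409 for transcription factors), as did the S1P list without replicate 2 (0.0845) and transcription factors (0.347) and ribosomal genes (0.718) without replicate 1. No gene called lower remained without blood replicate 3 or without spleen replicate 1 (2 calls each), 3 calls in all remained without blood replicate 2, and Zfp133 (−0.40) and Nek2 (−0.46) were not called with the replicate block. The block gave adjusted p values of 0.116 for the S1P list and 0.0918 for transcription factors, and 0.0364 for CBM complex and NF-κB genes (mean 0.39).

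The genome-wide screen asked the same question for 20816 to 20931 genes per comparison, at lower depth. Itga4 was again the most depleted gene in the CNS, at −2.34 ± 0.50 (SD, n = 3), called in all 4 comparisons with a largest adjusted p of 0.0209 (edgeR and rank aggregation). Fermt3 was at −1.86 ± 0.22, Grk2 at −1.87 ± 0.15, Cxcr3 at −1.19 ± 0.31 and Tln1 at −1.23 ± 0.83 (SD, n = 3), called in 2, 2, 3 and 1 comparisons. Ostc, a subunit of the oligosaccharyltransferase, was at −1.92 ± 0.65, Arih1 at −1.29 ± 1.23 and the transcription factor Tfap4 at −0.81 ± 0.51 (SD, n = 3). The study criteria were met by 4 genes lower in the CNS (Itga4, Ostc, Grk2 and Rab40c, the last named after its value was seen) and by 0 genes higher, with DESeq2 by 5 and 0. The study left out a blood replicate of this screen for its technical quality. Which one is not given in the sources used here, and all were kept. Without blood replicate 1, 2 or 3 the criteria were met by 2, 4 and 5 genes lower and by 0, 0 and 1 higher (Catsperd, named after its value was seen). Without blood replicate 3 Cxcr3, Fermt3 and Tln1 met them and Ostc and Rab40c did not. The N-glycosylation list was lower (23 genes, mean −0.36 against −0.10 for all genes, permutation test, adjusted p = 0.00203), as were the integrin list (30 genes, mean −0.29, adjusted p = 0.00986) and the S1P list (13 genes, mean −0.36, adjusted p = 0.0198, 12 below 0). The genes named by the study were at −0.72 (adjusted p = 0.00029) and not independent. Kinetochore genes lay above the other genes (14 genes, mean 0.12, adjusted p = 0.0402) and oxidative phosphorylation genes below (96 genes, mean −0.18, adjusted p = 0.0421). Olfactory receptors, the control list, were at −0.07 (adjusted p = 0.0155), above the mean of all genes. Selectin ligand glycosylation (10 genes, −0.31, adjusted p = 0.109) and chemokine receptors (18 genes, −0.26, adjusted p = 0.114) did not pass, and the other 20 lists had adjusted p values of 0.161 to 0.992. Without replicate 3 the N-glycosylation list was at −0.09 (adjusted p = 0.154) and oxidative phosphorylation genes at 0.03 (adjusted p = 0.546, and 0.125 without replicate 1). Kinetochore genes had adjusted p values of 0.125, 0.478 and 0.805 without replicates 1, 2 and 3, and olfactory receptors of 0.634 and 0.646 without replicates 2 and 3. Without replicate 2 integrins had an adjusted p of 0.0841, and the S1P list had one of 0.323 without replicate 1 and of 0.345 without replicate 2. Without replicate 1, 1 gene met the criteria for lower. Cxcr3 was called in fewer than 3 comparisons without replicate 1 (−1.06) or replicate 2 (−1.16). The same held with DESeq2 (−1.16), limma (−1.09), factors from non-targeting sgRNAs (−0.94) and counts summed per gene (−1.55). It also held with the filter of the study, all groups in 1 fit and random ranks (−1.19 in each). With the replicate block Grk2 (−1.72) and Fermt3 (−1.93) were called in at least 3. The block gave adjusted p values of 0.128 for kinetochore genes, 0.469 for oxidative phosphorylation genes and 0.0139 for ER genes (24 genes, mean −0.16). Other settings ended list calls too. Kinetochore genes missed the threshold with factors from non-targeting sgRNAs (mean 0.34, adjusted p = 0.0609), the filter of the study (0.06, 0.11), counts summed per gene (0.03, 0.0522) and limma (0.11, 0.163). Oxidative phosphorylation genes missed it with TMM factors (−0.15, 0.0555), factors from non-targeting sgRNAs (0.09, 0.0609), the filter of the study (−0.16, 0.0853), no low-count filter (−0.13, 0.0596), counts summed per gene (−0.30, 0.422) and limma (−0.05, 0.163). Counts summed per gene gave an adjusted p of 0.0522 for integrins (−0.45) and the S1P list (−0.54), and limma gave 0.242 for olfactory receptors (0.00023).

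**Figure D1:**
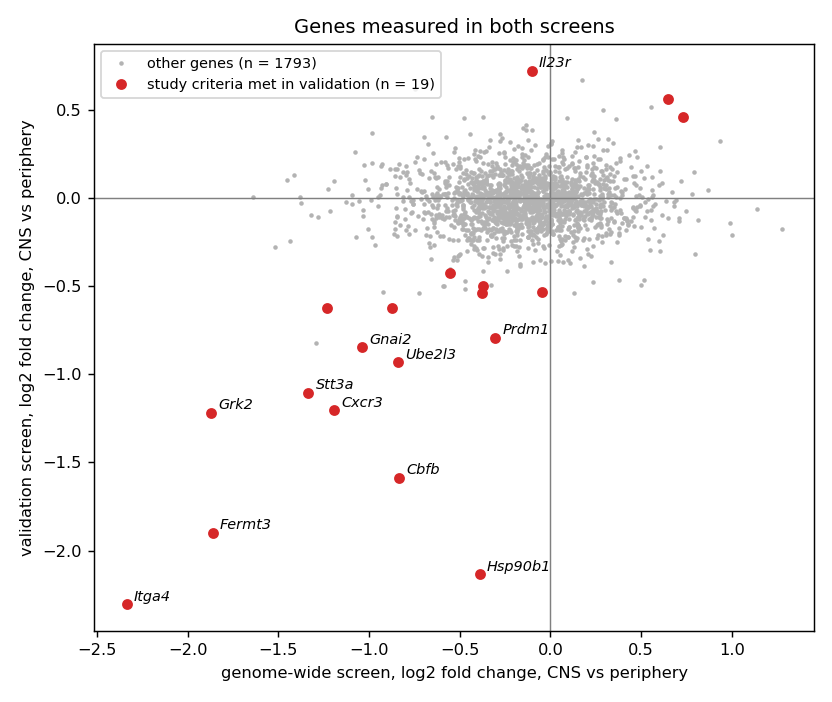
Log2 fold change in CNS vs periphery of 1812 genes measured in both screens, genome-wide on the horizontal and validation on the vertical axis. Red points are the 19 genes that met the study criteria in the validation screen, of which 94.7% had the same sign in both, next to 52.8% of all 1812.

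Counts of genome-wide calls depended on 2 libraries that stood apart. In spleen replicate 2 the non-targeting sgRNAs lay 1.13 (log2) above targeting sgRNAs, and in blood replicate 3 the Gini coefficient, a measure of unevenness, was 0.795. The shift was 0.749 in blood replicate 3 and at most 0.167 in the other 13 genome-wide libraries, and the Gini coefficient was at most 0.546 outside blood replicate 3. Calls were 2 lower and 14 higher for meninges vs blood, 1 and 2 for parenchyma vs blood, 5 and 348 for meninges vs spleen, and 10 and 1090 for parenchyma vs spleen. With the replicate block they were 6 and 6, 1 and 2, 5 and 180, and 9 and 2133 in the same order, so that 50% of the calls of meninges vs blood were lower, against 12.5% without it. Without spleen replicate 2 the spleen comparisons had 12 lower and 0 higher, and 10 lower and 0 higher. Fermt3, Itga4, Tln1, Grk2 and Cxcr3 were lower in both. Without blood replicate 3, meninges vs blood had 5 lower and 5 higher and parenchyma vs blood 4 lower and 0 higher, with Itga4, Fermt3, Grk2 and Cxcr3 lower in both. With sgRNAs of olfactory receptors as the null, chosen after seeing the data, the 4 comparisons had 2, 1, 17 and 24 calls, of which 0, 0, 1 and 3 were higher. Among genes called higher with the non-targeting null, Abhd15 was at 0.73 ± 0.27 (3 comparisons), and Rarg (0.83 ± 0.85), Enc1 (0.73 ± 0.77), Pqlc3 (0.73 ± 0.57) and Edf1 (0.70 ± 0.37, SD, n = 3 for all) were called in 2. Abhd15 was called in fewer than 3 with the replicate block (0.80) and without replicate 1 (0.55), 2 (0.89) or 3 (0.70). Other libraries moved the counts too. Meninges vs blood had 117 calls without blood replicate 1, 1 without blood replicate 2, 31 without meninges replicate 1 and 112 without meninges replicate 2. Parenchyma vs blood had 77 and 0 without blood replicates 1 and 2, and 1, 56 and 10 without parenchyma replicates 1, 2 and 3. Meninges vs spleen had 1667, 229 and 621 without meninges replicates 1, 2 and 3 and 2293 without spleen replicate 3, and parenchyma vs spleen had 3045 without parenchyma replicate 3 and 3951 and 4294 without spleen replicates 1 and 3. Factors from non-targeting sgRNAs moved the median of all genes from −0.11 to 0.17 in meninges vs blood, from −0.12 to 0.10 in parenchyma vs blood, from −0.01 to 0.23 in meninges vs spleen and from −0.02 to 0.20 in parenchyma vs spleen, so list means are to be read against the mean of all genes. Of the 3 calls of parenchyma vs blood 33.3% were lower, 50% with TMM factors and 100% with factors from non-targeting sgRNAs.

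**Figure D2:**
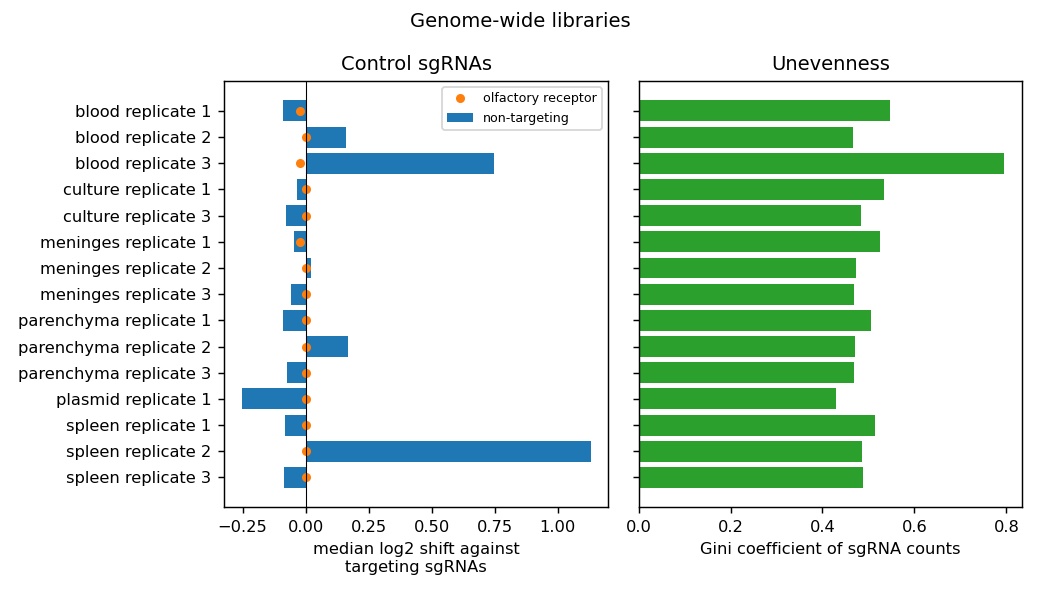
Genome-wide libraries. Left, median log2 shift of non-targeting sgRNAs (bars) and olfactory receptor sgRNAs (points) against targeting sgRNAs, with spleen replicate 2 at 1.13. Right, the Gini coefficient of sgRNA counts, with blood replicate 3 at 0.795.

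Genome-wide spleen vs blood had 47 genes lower and 0 higher by edgeR (16 and 0 by DESeq2, 61 and 0 by limma, 1503 with an unadjusted p under 0.05), led by Hif1a, the hypoxia-inducible factor, at −2.63 ± 1.26, LOC102549291 at −2.73 ± 2.43 and Dclre1b at −2.61 ± 2.41 (SD, n = 3, adjusted p = 0.00418). None of these 3 was called without spleen replicate 2 (−2.32, −2.66 and −2.56), where 1 gene was lower and 81 were higher, and LOC102549291 (−0.56) and Dclre1b (−0.72) were not called without blood replicate 3, where there were 1197 calls. Without spleen replicate 1 or 3 there were 301 and 353. The replicate block gave 1003 lower and 4 higher, and Dclre1b (−1.19) was not called with it. Without both libraries there were 0 lower and 36 higher, among them, named after their values were seen, Hsp90b1 (1.20) and Foxo1 (0.83). That fit set spleen replicates 1 and 3 against blood replicates 1 and 2, so replicate 3 was in spleen only and replicate 2 in blood only. The sgRNA with the highest count in spleen replicate 3 targeted Hsp90b1 (4271 counts), so its call may rest on that library. Tmeff2 (1.29 ± 0.51), Inpp1 (0.95 ± 0.98) and Frmd6 (0.84 ± 0.56, SD, n = 3) had the smallest adjusted p among genes higher in spleen, 0.267 to 0.292. The gene lists had adjusted p values of at least 0.168, and initiation factors passed with the replicate block (48 genes, mean 0.32, adjusted p = 0.0464).

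Gene fold changes in CNS vs periphery correlated between the screens with r = 0.167 and rho = 0.0399 across 1812 genes (permutation p = 1e-05 for r, the smallest 100000 permutations can give, adjusted p = 3e-05 over 3 relations, and p = 0.0906 for rho). Without the genes that met the study criteria in the validation screen r was 0.0199 across 1793 genes, so the relation rested on those genes. Of the 19 such genes measured in both, 94.7% had the same sign, next to 52.8% of all 1812 genes and 52.4% without these genes. Il23r was the exception, at 0.72 in the validation and −0.10 in the genome-wide screen. The study had chosen its candidates partly on the genome-wide libraries and partly by gene ontology terms.

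Cultured cells were compared with the plasmid pool to find genes that T-MBP cells need to grow before any transfer. This comparison had 1296 genes lower and 34 higher, with 2 culture libraries and 1 plasmid library, so the spread came from culture alone. Of its 1330 calls, 708 had fewer than 3 good sgRNAs. All genome-wide groups in 1 fit gave 1149 calls, while limma, random ranks and counts summed per gene gave far fewer (counts below). Strongly depleted genes included some of basic cell functions. Rpl4, a ribosomal protein, was at −6.33 ± 1.48, and Eif4a3, of the exon junction complex, at −5.34 ± 2.02 (SD, n = 2). Bub3, of the spindle checkpoint, was at −5.00 ± 2.75, Fau at −5.22 ± 1.32 and Rps6 at −4.98 ± 0.38 (SD, n = 2). Fam96b, of cytosolic iron-sulfur assembly, was at −6.45 ± 0.52, and Lrr1 at −6.44 ± 0.45, LOC310926 at −5.88 ± 0.67, Spata5l1 at −5.00 ± 0.19 and Hist2h3c2 at −4.93 ± 0.32 (SD, n = 2). All 10 had an adjusted p of 0.000147 (edgeR and rank aggregation).

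Of 10 RNA polymerase II genes 9 were called lower (mean −2.03), as were 55 of 81 cytosolic ribosomal genes (−1.98) and 20 of 32 spliceosome genes (−1.45). Kinetochore genes had a mean of −1.11, DNA replication genes −1.04, aminoacyl tRNA synthetases −0.99, proteasome subunits −0.86, heme and iron genes −0.82, mitochondrial ribosomal genes −0.53, initiation factors −0.51 and oxidative phosphorylation genes −0.25 (permutation tests, adjusted p of at most 7.73e-05 for these 11 lists). T cell signalling lists were also lower. T cell receptor signalling had a mean of −0.52 with 6 of 25 genes called (9 adjusted over the list alone), among them Cd3e (−2.11 ± 0.11) and Lck (−1.97 ± 0.40). Cytokine receptors and JAK-STAT genes had a mean of −0.49 with 10 of 26 called, among them Il2rg, the common γ chain (−3.38 ± 2.21), and Jak1 (−2.60 ± 0.09). CBM complex and NF-κB genes were at −0.56 with Rnf31 at −2.47 ± 0.12, N-glycosylation genes at −0.67, actin genes at −0.53, ER genes at −0.49, PI3K and mTORC1 genes at −0.47 and transcription factors of helper T cells at −0.22, with Irf4 at −3.41 ± 2.88 (SD, n = 2 for all genes here). Without culture replicate 1 Irf4 was at −1.85, and with counts summed per gene Rnf31 was at −0.39 and not called. Adjusted p values of these 8 lists were at most 0.0123. Without culture replicate 3 those of transcription factors and of PI3K and mTORC1 genes were 0.0857 and 0.0746. The transcription factor list also missed the threshold with the filter of the study (mean −0.23, adjusted p = 0.194), no low-count filter (−0.23, 0.186) and limma (−0.21, 0.101).

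Among enriched knockouts in culture, Cic rose by 1.75 ± 0.02, Tnfaip3 by 1.62 ± 0.55, Foxo1 by 1.57 ± 0.47 and Kctd5 by 1.27 ± 0.20 (SD, n = 2), each with 4 of 4 sgRNAs higher. Cic is a transcriptional repressor, Tnfaip3 and Foxo1 restrain activation, and Kctd5 is an adaptor of a ubiquitin ligase. The olfactory receptor Olr984 was at 2.15 ± 1.83 (SD, n = 2) on 2 sgRNAs, and 0.30 without culture replicate 1. The list of negative regulators of T cell growth had a mean of 0.22 (47 genes, adjusted p = 0.0476), with 3 called higher and 5 lower. Other adhesion molecules were at 0.42 (adjusted p = 0.0163), microRNA genes at 0.25 and olfactory receptors at 0.21 (adjusted p = 2.42e-05 for both). The mean of all genes was 0.04. Integrin, chemokine receptor, G protein, S1P and selectin ligand lists did not pass (adjusted p of 0.139 to 0.729). Other adhesion molecules were at 0.09 without culture replicate 1 (adjusted p = 0.332), and negative regulators at 0.03 without culture replicate 3 (adjusted p = 0.159). With limma negative regulators were at 0.0047 (adjusted p = 0.172) and other adhesion molecules at 0.11 (adjusted p = 0.0751), and with counts summed per gene the latter were at 0.31 (adjusted p = 0.0735). Without culture replicate 1 there were 719 calls and without culture replicate 3 there were 584. In these fits the spread was pooled over all genome-wide groups, and the lone culture and plasmid libraries were assumed to vary like the tissue groups. With factors from non-targeting sgRNAs the median of all genes moved from 0.114 to −0.129, so the lists that lay above 0 did so relative to other genes.

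**Figure D3:**
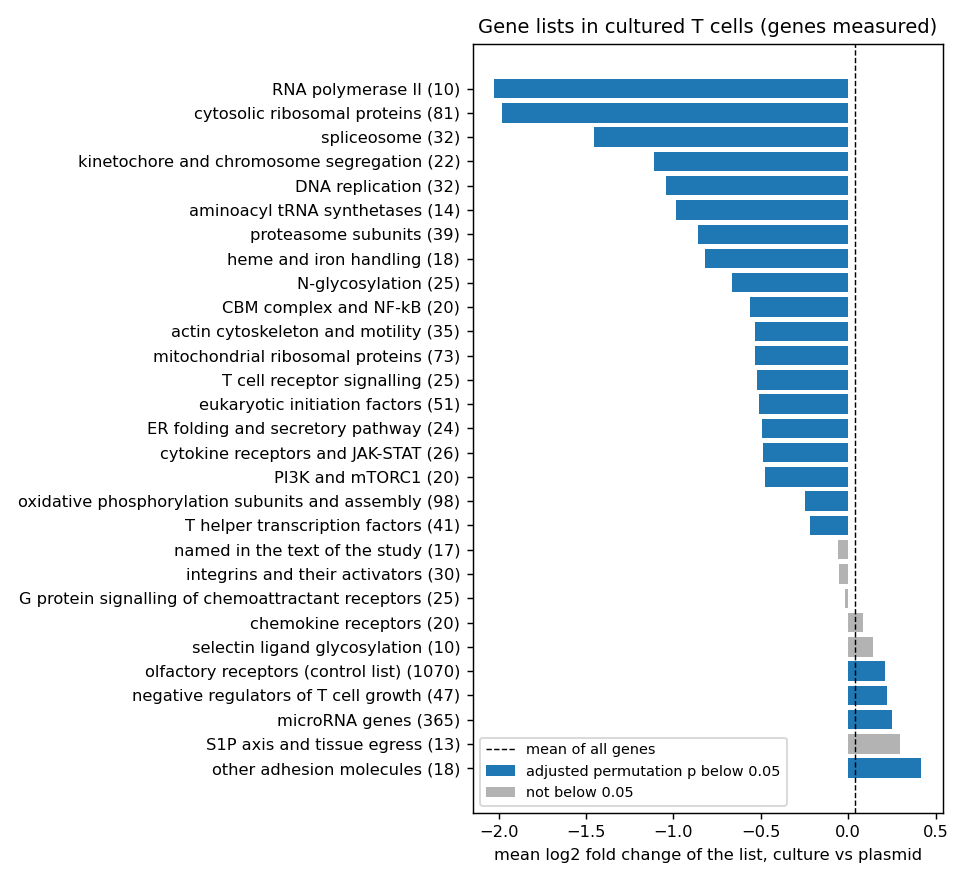
Mean log2 fold change of 29 gene lists in culture vs plasmid, with the number of measured genes in parentheses. Blue bars passed the permutation test, grey bars did not, and the dashed line is the mean of all genes, 0.04.

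After transfer, blood and spleen were compared with culture to find changes between injection and recovery. Blood vs culture had 57 genes lower and 2 higher by edgeR, 37 and 0 by DESeq2, 36 and 0 by limma, and 0 calls with the replicate block (2556 genes had an unadjusted p under 0.05 without it). Mir541 (−2.86 ± 2.79), Tapbp (−2.45 ± 1.53), Olr984 (−2.08 ± 0.04), Rbm14 (1.43 ± 0.81) and Lck (2.04 ± 1.04, SD, n = 2 for all) were among these calls, none of them was called without blood replicate 1 or 2 (28 and 0 calls), and Usp29 (3.03 ± 1.14, SD, n = 2) was not called at an adjusted p of 0.0578. There were 25, 17 and 12 calls without blood replicate 3, culture replicate 1 and culture replicate 3. Spleen vs culture had 1023 lower and 5 higher, 3 and 4 with the replicate block. Fermt3 was higher in spleen than in culture at 2.04 ± 0.01, Tln1 at 1.56 ± 0.06 and Rbm14 at 1.48 ± 0.94 (SD, n = 2), with adjusted p values of 0.00196, 0.0172 and 0.0172. Tas2r139 (−2.14 ± 1.70), Vom2r32 (−2.13 ± 1.67) and B4galt1 (−1.93 ± 0.28, SD, n = 2) led the lower calls, and none of them was called with the block or without spleen replicate 2. Fermt3 was called without each library, and Tln1 was not called without either culture replicate or without spleen replicate 1 or 3 (1.45 to 1.69). Rbm14 was not called without culture replicate 1 (0.91) or 3 (2.59), without spleen replicate 1 (1.66) or with factors from non-targeting sgRNAs (0.94). Calls were 600 and 104 without culture replicates 1 and 3 and 3061 and 2914 without spleen replicates 1 and 3. Without spleen replicate 2 there were 4 lower and 11 higher. The higher genes included Fermt3 (1.99), Tln1 (1.63), Ets1 (1.37), Itga4 (1.36) and Prdm1 (1.11), and, all named after their values were seen, Tsc2 and Bcl2l1.

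Growth in culture was set against presence in the CNS, since a knockout that slows growth could lower both. The fold change in culture vs plasmid correlated with that in CNS vs periphery with r = −0.00431 across 20473 genome-wide genes (permutation p = 0.54, adjusted p = 0.54) and r = −0.0173 across 1915 validation genes (permutation p = 0.448, adjusted p = 0.54). Spearman's rho was −0.0238 (permutation p = 0.00064) and −0.0264 (permutation p = 0.248). Pearson's test was passed, with r still near 0, without replicate 3 (−0.0175) for the genome-wide genes and without replicate 1 (−0.078) for the validation genes. Genes are not independent replicates. Fermt3 (−0.88 ± 0.13) and Tln1 (−0.82 ± 0.10) were lower in both comparisons, and Foxo1 and Tnfaip3 were higher in culture and lower in the CNS. Itga4 (−0.17 ± 0.14), Cxcr3 (0.32 ± 0.47) and Grk2 (0.54 ± 0.09, SD, n = 2) were not called in culture. Random ranks did not call Fermt3 or Tln1 in culture. Counts summed per gene did not call Fermt3 (−0.838), Tln1 (−0.765) or Foxo1 (1.58) there.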

Values the study reported

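The study described a genome-wide library of 87,690 sgRNAs against 21,410 genes and 396 miRNAs, with 800 non-targeting sgRNAs. It carried 1,961 candidate targets into the validation screen, with 6 sgRNAs for each gene. From that screen it reported 18 genes that facilitate entry of T cells into the CNS and 5 that act as brakes.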

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

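Of the tests in this part, the counts of other splits and the tests of explanations were chosen only after the results they bear on were seen, except the correlation between sgRNAs of the same gene in blood replicate 3.

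Pcbp3 was the 1 gene that differed between parenchyma and meninges in the validation screen, at 0.10 (log2, adjusted p = 0.0376, edgeR and rank aggregation), and it was not called without any 1 of the 6 libraries. Eif3b, an initiation factor, was lower in the CNS in every replicate of the validation screen, at −0.54 ± 0.13, and higher in every replicate of the genome-wide screen, at 0.13 ± 0.45 (SD, n = 3). The difference between the screens was not tested. Eif3b was the 1 gene of 79 named genes measured in both for which this held, and chance alone gives 3.125%.

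In genome-wide spleen replicate 2 the non-targeting sgRNAs stood 1.13 (log2) above the targeting ones. Better survival in the spleen of cells with intact genes is argued against by the other spleen libraries, where the highest shift was −0.0815. A pool of replicate 2 with more non-targeting cells is argued against by the other tissues of that replicate, where the highest shift was 0.167. Of the non-targeting sgRNAs in this library 96.9% lay above the median targeting sgRNA, which restates the shift and tests no explanation. Whether non-targeting material entered this library as a set stays open and untested.

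In genome-wide blood replicate 3 counts were uneven, with a Gini coefficient of 0.795. Low sequencing depth is argued against, since at equal total counts its Gini coefficient was still 0.248 above the highest of the other 14 libraries. Selection of gene knockouts in that sample is argued against by a correlation of 0.0254 between sgRNAs of the same gene, next to 0.158 in culture against plasmid. Non-targeting sgRNAs scattered as widely as targeting ones (SD ratio 1.03, 0.758 to 0.921 in the other tissue libraries), and sampling of few cells is a candidate explanation that stays open.

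Genes lower in the CNS in the validation screen were tested for a general loss of fitness. Of the 17 genes 2 were called lower in culture (Fermt3 and Tln1), 2 were called higher and 13 were not called. These counts argue against slower growth for most of the 17. Fermt3 and Tln1 were not called in culture with random ranks or with counts summed per gene. Genes called lower in culture differed from other validation genes by 0.00404 (log2) in the CNS (179 and 1736 genes, permutation p = 0.783), which argues against a fall of essential genes in general. From these counts alone a role in migration stays a hypothesis, found and tested on the same data. For Itga4, Hsp90b1, Cxcr3, Gnai2 and Grk2 the paper reports separate transfers of knockout and control cells, with impaired migration to the CNS.

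Other splits of the same libraries gave a measure of chance. Since replicate numbers paired the samples, tissues were dealt among the libraries of each number, so that every deal parts the pairs as the real one does, and also over all libraries, where deals mix the numbers unevenly. In the validation screen, 17 genes lower in the CNS by the study criteria were matched within numbers by 1 of 50 deals, the real one (highest other 11), and over all libraries by 1 of 50 (highest other 5), so chance could be excluded. For 3 genes higher these were 10 of 50 (highest other 16) and 13 of 50 (highest other 8). Chance could not be excluded for this count. Ets1 was among these genes. For Ets1 the paper reports a separate transfer of knockout and control cells, with enhanced migration to meninges and parenchyma. In the genome-wide screen, 4 genes lower were matched by 1 of 24 deals of either kind (highest other 1 in both), so chance could be excluded for the count with all libraries, although without replicate 1 the count was 1. The count of 0 genes higher is reached by all 24 of 24 deals whatever the data (highest other 3 in both kinds), which tests nothing. Within numbers, a deal and its mirror, with CNS and periphery exchanged, were counted as 1. Genes higher in a deal are genes lower in its mirror, so mirrors reach 16 genes lower in the validation and 3 in the genome-wide screen. The real counts of 17 and 4 stay above these, but by less than above the highest others given. The 10 splits of 6 libraries are too few for a share under 0.05. In the validation screen the real counts and the highest of the other splits were 11 and 1 for meninges vs blood, 17 and 8 for parenchyma vs blood, 17 and 6 for meninges vs spleen and 52 and 12 for parenchyma vs spleen, each with 1 split as high. They were 1 and 2 for parenchyma vs meninges (5 splits as high) and 8 and 25 for spleen vs blood (2 splits). In the genome-wide screen they were 16 and 167 for meninges vs blood (4 splits), 3 and 824 for parenchyma vs blood (6), 353 and 5857 for meninges vs spleen (10), 1100 and 6704 for parenchyma vs spleen (8), 0 and 155 for parenchyma vs meninges (10) and 47 and 4753 for spleen vs blood (9). Some splits called several times the real count, genome-wide, in validation spleen vs blood and for validation genes higher in the CNS. A structure of the samples other than tissue could give this, but it was not tested. Simulated unchanged tissues already gave 0 to 46 calls in validation meninges vs blood. The real split parts all 3 replicate pairs, as do 3 of the others. Among these the highest counts in the genome-wide screen were 18, 19, 3328, 3358, 1 and 3865 in the same order, and in the validation screen they were the highest others given above.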

How the results depend on the processing

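The null from olfactory receptor sgRNAs, the fits without the 2 uneven genome-wide libraries, the study criteria without each blood replicate and the replicate block for gene lists were chosen only after the results were seen. The 17 validation genes lower in the CNS by the study criteria were 14 to 21 genes under TMM factors, non-targeting factors, either count filter, the replicate block, all groups in 1 fit, random ranks, DESeq2, limma and without replicates 1 or 2, and 9 without replicate 3. For the changes below the cause was not tested. In simulated meninges vs blood, 4.48% of changes of log2 1 were called in the genome-wide and 68.7% in the validation screen. The median count per sgRNA was 165 to 405 in the genome-wide libraries other than blood replicate 3 (56) and 696 to 1269 in the validation screen, but the screens also differ in sgRNAs per gene, and what depth alone limits was not separated.

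Counts of called genes moved as follows. With DESeq2 there were 0 in validation parenchyma vs meninges, and in the genome-wide screen 29 in meninges vs blood, 16 in spleen vs blood, 37 in blood vs culture and 1765 in spleen vs culture. TMM factors gave 30 in genome-wide spleen vs blood. All groups in 1 fit gave 228 in genome-wide meninges vs spleen, 4 in parenchyma vs meninges, 2 in spleen vs blood, 2775 in spleen vs culture, and 2 genes lower by the study criteria. Factors from non-targeting sgRNAs gave 1 in genome-wide parenchyma vs blood, 1697 in meninges vs spleen, 0 in spleen vs blood and 182 in spleen vs culture. The filter of the study gave 0 in validation parenchyma vs meninges, 30 in genome-wide spleen vs blood and 26 in blood vs culture. No low-count filter gave 0 in validation parenchyma vs meninges, and in the genome-wide screen 125 in meninges vs blood, 7 in parenchyma vs blood, 1 in parenchyma vs meninges, 13 in spleen vs blood, 29 in blood vs culture and 1 gene higher by the study criteria.

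Counts summed per gene gave 1 in each of the 4 validation CNS comparisons, 0 in parenchyma vs meninges and 0 in spleen vs blood, and in the genome-wide screen 0 in meninges vs blood, 0 in parenchyma vs blood, 2 in meninges vs spleen, 3 in parenchyma vs spleen, 0 in spleen vs blood, 118 in culture vs plasmid, 0 in blood vs culture and 1 in spleen vs culture. Limma on the deposited normalized counts gave 53 in validation meninges vs blood, 67 in parenchyma vs blood, 91 in meninges vs spleen, 177 in parenchyma vs spleen, 120 in parenchyma vs meninges and 67 in spleen vs blood, with 7 genes higher by the study criteria. In the genome-wide screen it gave 1 in meninges vs blood, 1 in parenchyma vs blood, 1403 in meninges vs spleen, 1862 in parenchyma vs spleen, 8 in parenchyma vs meninges, 602 in culture vs plasmid, 36 in blood vs culture and 2634 in spleen vs culture. A null from random ranks gave 17 in validation parenchyma vs spleen, 0 in parenchyma vs meninges and 2 in spleen vs blood, and in the genome-wide screen 1 in meninges vs blood, 1 in parenchyma vs blood, 5 in meninges vs spleen, 18 in parenchyma vs spleen, 0 in spleen vs blood, 212 in culture vs plasmid, 0 in blood vs culture and 14 in spleen vs culture. The null from olfactory receptor sgRNAs gave 2, 1, 17 and 24 in the genome-wide CNS comparisons, 1 in spleen vs blood, 0 in blood vs culture, 23 in spleen vs culture and 8 genes lower by the study criteria. Without the 2 uneven libraries there were 10 in meninges vs blood, 12 in meninges vs spleen, 10 in parenchyma vs spleen, 25 in blood vs culture and 15 in spleen vs culture. The study criteria in all 4 comparisons gave 10 validation genes lower and 1 higher, and 1 genome-wide gene lower.

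The replicate block gave 24 calls in validation parenchyma vs spleen, 0 in parenchyma vs meninges and 6 genes higher by the study criteria, and in the genome-wide screen 185 in meninges vs spleen, 2142 in parenchyma vs spleen, 1 in parenchyma vs meninges, 1007 in spleen vs blood, 0 in blood vs culture, 7 in spleen vs culture and 2 genes higher by the study criteria. Outside culture vs plasmid, which was not fitted with a block, 18 list results were past the threshold with the block and 18 without it, with 6 lost and 6 gained. Beyond the genes and lists given beside their results, the paired fit changed no other call of a named gene or a list.

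Leaving out 1 library or replicate gave these ranges. Validation counts were 6 to 12 in meninges vs blood, 12 to 24 in parenchyma vs blood, 12 to 41 in meninges vs spleen, 16 to 38 in parenchyma vs spleen, 0 to 16 in parenchyma vs meninges and 2 to 10 in spleen vs blood, and 9 to 15 genes lower and 0 to 4 higher by the study criteria. Genome-wide counts were 1 to 117 in meninges vs blood, 0 to 77 in parenchyma vs blood, 12 to 2293 in meninges vs spleen, 10 to 4294 in parenchyma vs spleen, 0 to 11 in parenchyma vs meninges, 55 to 1197 in spleen vs blood, 584 to 719 in culture vs plasmid (spread pooled over all groups), 0 to 28 in blood vs culture, 15 to 3061 in spleen vs culture, and 1 to 5 lower and 0 to 1 higher by the study criteria. The correlation of the 2 screens was 0.108 to 0.179, and the correlations of meninges and parenchyma without shared libraries were 0.21 to 0.273 and 0.205 to 0.325. Growth against the CNS was −0.0175 to 0.0041 genome-wide and −0.078 to 0.0209 for validation genes. There were 35 to 36 list results past the threshold, against 41 with all libraries.

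Correlations also moved with other settings. Meninges vs spleen against parenchyma vs blood was 0.407 with counts summed per gene and 0.277 with limma. Growth against the genome-wide CNS change was −0.0262 with non-targeting factors and −0.0528 with no low-count filter, both past the threshold, and 0.0172 with limma, and for validation genes it was 0.00113 with no low-count filter. The direction turned for Abhd15 in the genome-wide CNS with counts summed per gene (−0.0113), for Pcbp3 in validation parenchyma vs meninges with the filter of the study (−0.0222), and, without culture replicate 1, for Vom2r32, genome-wide spleen vs culture (0.704, and −3.05 without culture replicate 3), and for Dpagt1, genome-wide culture vs plasmid (0.0945, and −3.26 without culture replicate 3). Of the results of named genes, each a gene in 1 comparison or in CNS vs periphery, 69 were weaker with counts summed per gene, 47 with random ranks, 12 with limma (17 stronger) and 6 with DESeq2 (1 stronger).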

Other observations

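No test in this part was added after the results were seen, but Arih1 in the comparisons of CNS tissues and Hsp90b1 in single comparisons were named after their values were seen.

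Arih1, a ubiquitin ligase, and Ube2l3, the conjugating enzyme it works with, were both called lower in each CNS tissue against spleen in the validation screen. The difference between both genes was not tested. Against spleen, Arih1 was lower by −1.43 ± 0.34 in meninges and −1.27 ± 0.21 in parenchyma, and Ube2l3 by −1.46 ± 0.43 and −1.46 ± 0.25 (SD, n = 3, edgeR adjusted p of 0.00038 and 0.000464 for both genes). Against blood, Arih1 was at −0.37 ± 0.20 and −0.20 ± 0.33 and not called (adjusted p of 0.737 and 1), and Ube2l3 at −0.40 ± 0.41 and −0.41 ± 0.46 (SD, n = 3, adjusted p of 0.146 and 0.0462). In the genome-wide screen Arih1 was also called lower in both CNS tissues against spleen, at −1.51 ± 0.76 and −1.88 ± 1.33 (SD, n = 3, adjusted p of 0.000786 and 0.000228), and Ube2l3 was not, at −1.17 ± 0.82 and −0.91 ± 0.87 (SD, n = 3).

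Hsp90b1, second among the genes depleted from the CNS in the validation screen, was at −0.39 in the genome-wide screen and called in 0 comparisons there. Its genome-wide replicates in CNS vs periphery were −4.02, −3.98 and 0.44, on 2 sgRNAs, next to 6 in the validation screen. In replicate 3 of meninges, parenchyma and spleen, the sgRNA with the highest count of the library targeted Hsp90b1. What this added to the value of −0.39 was not tested.

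The validation screen gave 3 genes higher in the CNS by the study criteria. That is lower than the value quoted from the study above. With the replicate block there were 6 and with limma on the deposited normalized counts 7, so the direction of this difference turned with the fit.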
